A study of Mus musculus with 25 samples. Its data were reported in "Hmgb2 improves astrocyte to neuron conversion by increasing the chromatin accessibility of genes associated with neuronal maturation in a proneuronal factor-dependent manner" (2025).

How the data were processed

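Chromatin accessibility was measured with ATAC-seq in astrocytes cultured from the cerebral cortex of postnatal C57BL/6J mice. The cells had been expanded either with both EGF and bFGF, each at 10 ng/ml, or with 10 ng/ml bFGF alone, transduced with retroviruses and sorted by fluorescence 48 h later. Per the labels, 25 libraries fall into 8 groups: each culture was transduced with a Control virus encoding GFP, with Neurog2, with Hmgb2, or with Neurog2+Hmgb2. Each group holds 3 libraries, except Hmgb2 in EGF+bFGF culture, which holds 4. The labels do not say whether libraries of a group came from separate animals or cultures, so p-values measure the spread between these libraries, which may in part be technical.

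The deposited values were on the log2 scale: the authors had transformed read counts per peak with the regularized logarithm (rlog) of DESeq2, which scales libraries to each other and pulls differences of peaks with few reads towards 0. Before that step, per the labels and the study's methods, reads had been checked with FastQC, trimmed with cutadapt and aligned to mm10 with Bowtie2. Peaks had been called per sample with Genrich in its ATAC mode, with PCR duplicates removed, and merged into 1 set. Among the tools of the authors the labels name DESeq2 1.36.0, and they give no version for the others. The deposited peak table gave the position and width of 45672 merged peaks, with a median width of 512 bp. Its starts count from 0 and are printed here counting from 1. Since rlog values are not counts, the depth of each library is unknown, no counting interval was computed, and the limit of a 2-fold difference is stricter here than on counts. All per-sample columns were used.

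Each peak was fitted with limma (version 3.58.1 in R 4.3.3) as 8 group means over all 25 libraries, with 17 residual degrees of freedom and an empirical Bayes prior with a mean trend. P-values were adjusted over all peaks by the Benjamini-Hochberg method. As in the study, a more accessible site (MAS) or less accessible site (LAS) had an adjusted p under 0.05 and a difference over 1 on the log2 scale, and both together are differentially accessible sites. In each culture, Neurog2, Neurog2+Hmgb2 and Hmgb2 were compared with Control, and Neurog2+Hmgb2 with Neurog2. The Control groups of the 2 cultures were compared, and interaction terms tested whether the Neurog2 effect, or the effect of Hmgb2 on top of Neurog2, differed between cultures. The study's methods name no covariate, and none was used.

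Peaks were placed on the GRCm38 genome (the same assembly as mm10) with GENCODE gene models. A promoter peak lay within 3 kb of a transcription start site (TSS) of a protein-coding gene, and other peaks were assigned to gene bodies or intergenic regions. Exons and introns were assigned by the centre of a peak. Sequence shared with the coding sequences of Neurog2 and Hmgb2, from which the viral inserts derive, was searched with blastn 2.17.0 (E-value limit 1e-10). Sites are named by the protein-coding gene with the nearest TSS, which need not be the gene they act on. The rule for named sites took the 8 MASs and 4 LASs with the largest differences among those in which every library of one group lay above every library of the other, 1 peak per gene. It also took up to 4 members of each gene list with the smallest adjusted p, all members of the lists the study chose, and Neurog2 and Hmgb2. For comparisons without such sites it took the 5 peaks with the smallest p. A ranking without peaks that share a transduced coding sequence was added after seeing the data. One site that this rule chose and one test of genes near sites are not reported here.

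Promoter accessibility was tested with camera (preset correlation 0.01) on 18 gene lists over 13407 genes with a promoter peak, taking the promoter peak with the highest mean. The lists covered neurogenic transcription factors and Notch ligands, neuronal cytoskeleton and early neuronal genes, synapse genes, axon guidance genes, potassium channel genes, astrocyte genes, oligodendrocyte lineage genes, microglia and immune genes, endothelial genes, fibroblast, meningeal and mural genes, muscle, heart and cartilage genes, pluripotency genes, cell cycle genes, growth factor and MAPK response genes, actin, stress fibre and adhesion genes, and high mobility group genes. The study named the genes of the last pair: core neurogenic genes, which it took from earlier work on Neurog2 and of which it singled out Dscaml1, Prox1, Lrp8 and Shf by their mRNA in these cultures, and synapse examples, which it chose on these samples and which are thus no independent evidence of direction. Camera with an estimated correlation and fry were run as alternatives.

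Sites opened by Neurog2 in one culture were scored in the libraries of the other culture as the mean rlog value per library, compared by exact two-sided permutation tests, which cannot go below 0.1 for 3 libraries against 3. Shared MASs were counted against the number expected of independent lists and, where comparisons share Control libraries, against 100 simulated draws of unchanged groups. Fixed motif words (the E-box CAGATG, the POU octamer ATGCAAAT, its core ATGCAAA and the AP-1 word TGASTCA) were counted on both strands in the central 200 bp of MASs and of 5 peaks per MAS matched on GC content and mean rlog. Both motif content and genomic position were tested with Fisher's exact test. Numbers were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

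The fit was tested on simulated data with the spread of each peak over these libraries, drawn independently for each peak and library. Correlation between peaks and noisier libraries were thus left out, such as bFGF Neurog2 replicate 2 (SD of 0.296 around the group means). The counts below can therefore be more favourable than in the real data. For EGF+bFGF Neurog2 against Control, over 45672 peaks, 26 of 50 peaks changed by 1 on the log2 scale were MASs or LASs, as were 50 of 50 changed by 1.5, 0 of 50 changed by 0.5 and 4 of 45472 unchanged peaks. With adjusted p alone these counts were 43, 50, 5 and 10. For bFGF Neurog2+Hmgb2 against Neurog2, 29 of 50, 50 of 50 and 1 of 50 peaks of these sizes were MASs or LASs, and with adjusted p alone 46, 50 and 7.

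The comparisons, lists, rule for names and first set of alternatives were written before the data were examined. These alternatives were no fold limit, no mean trend, only the groups compared, the replicate number as a block, quantile normalization, median centring, no peaks of low mean, library weights, leaving out each library in turn, other promoter windows and set tests, and other motif windows and backgrounds. Leaving out peaks that share a transduced coding sequence, leaving out bFGF Neurog2 replicate 2, the signal of the mitochondrial peak as a covariate, calling sites in part of the libraries, and tests of genes near sites, with and without promoter peaks and the core genes singled out by mRNA, were added after seeing the data. De novo motif search, gene ontology enrichment and the RNA-seq data of the study were not used here.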

Results

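To describe how the proneural factor Neurog2 and the chromatin protein Hmgb2 change accessible chromatin in astrocytes, ATAC-seq signal was compared at 45672 sites in 25 libraries. The study induced neuronal conversion in a culture with EGF and bFGF, in which cells convert readily, and in a culture with bFGF alone, in which they resist conversion. It asked whether added Hmgb2 opens chromatin that Neurog2 alone does not open in bFGF culture. Of all sites, 32.6% lay at promoters, 37.1% in gene bodies and 30.3% in intergenic regions. Depth per library is unknown, and the median signal of the libraries lay between 4.56 and 4.67 on the log2 scale. The library of bFGF Neurog2 replicate 2 stood apart, with a mean correlation with its own group of 0.936 over sites and a position of 73.8 on the second principal component.

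A peak over the single coding exon of Neurog2, a basic helix-loop-helix factor that drives neurogenesis (chr3, 127633550 to 127634928), marked the groups. It averaged 13.9 ± 1.71 (SD, n = 3) with Neurog2 and 9.38 ± 1.77 (n = 3) with Control in EGF+bFGF culture. In bFGF culture it averaged 13.2 ± 2.66 with Neurog2 (n = 3), 13.8 ± 1.77 with Neurog2+Hmgb2 (n = 3) and 7.22 ± 0.58 with Control (n = 3). All 12 libraries with Neurog2 were at 10.6 or above, but 4 of 13 libraries without Neurog2 also exceeded 10. Hmgb2 is a high mobility group protein that bends DNA. At peaks elsewhere that match nearly its whole coding sequence, the mean signal was 6.58 to 11.5 in the 13 libraries with Hmgb2 and 4.43 to 6.01 in the 12 without. Peaks with shorter or weaker matches and those over the Hmgb2 gene were not part of this mean.

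**Figure D1:**
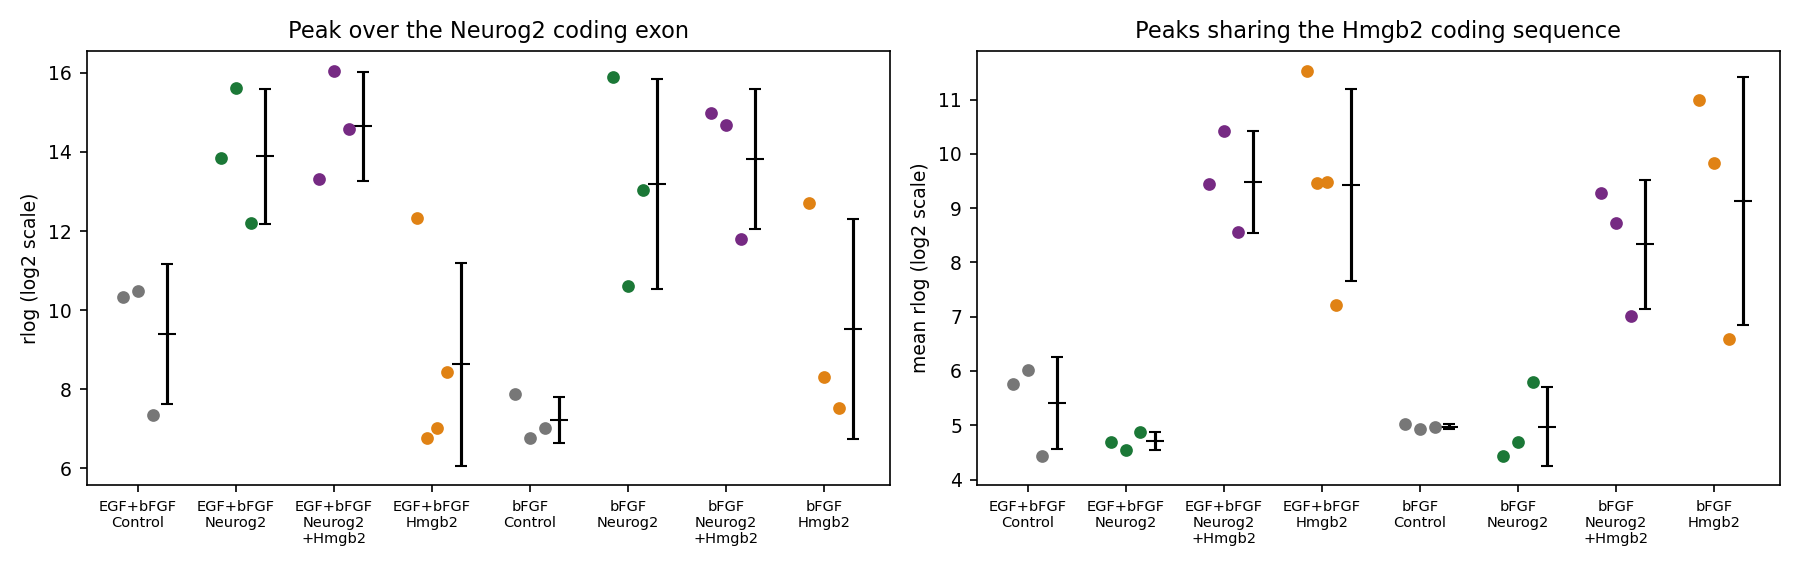
Signal per library (points, log2 scale, rlog) in the 8 groups, with the group mean and SD (bars, n = 3 or 4). The left shows the peak over the Neurog2 coding exon. The right shows the mean over peaks that match nearly the whole Hmgb2 coding sequence. Libraries with Hmgb2 sit between 6.58 and 11.5 on the right, above those without (4.43 to 6.01), whereas on the left 4 libraries without Neurog2 exceed 10.

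In EGF+bFGF culture, Neurog2 opened chromatin mostly at sites away from promoters, one of them near a proneural gene. The signal rose at a site 16.6 kb from the TSS of Neurod4, a proneural factor downstream of Neurog2 (chr10, 130263208 to 130263682, intergenic), from 4.02 ± 0.18 to 5.63 ± 0.37 (SD, n = 3 each), a log2 difference of 1.62 ± 0.23 (SE, adjusted p = 9.4e-05). The promoter peak of Neurod4 differed by 0.01 ± 0.19 (adjusted p = 0.993). Among the other MASs with the largest differences were intergenic sites near 4931417E11Rik (chr6, 73644489 to 73645797, 2.01 ± 0.24), Gm8797 (chr3, 5754589 to 5755421, 1.97 ± 0.21), Arl6ip6 (chr2, 53436975 to 53437818, 1.66 ± 0.22) and Lrriq3 (chr3, 155662122 to 155662783, 1.62 ± 0.29). Sites in introns of 1700017N19Rik (chr10, 100617257 to 100617813, 1.79 ± 0.22), Ppfibp2 near the TSS of Cyb5r2 (chr7, 107744937 to 107745478, 1.71 ± 0.27) and Tmem51 (chr4, 142060398 to 142061225, 1.66 ± 0.20) rose as well. The signal fell at intergenic sites near Zbtb24 (chr10, 41445470 to 41445661, -2.21 ± 0.57) and 2200002J24Rik (chr7, 30697463 to 30697629, -2.13 ± 0.58), and in an intron of Gm49171 with Gm21750 as the nearest gene (chr14, 74065878 to 74066058, -2.43 ± 0.55). These 3 calls were lost when any of 3, 4 and 2 single libraries was left out.

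In this comparison limma called 350 MASs and 44 LASs, and at all 350 and all 44 of them the 3 Neurog2 libraries lay beyond the 3 Control libraries. Over all peaks 24.4% separated the groups in this way, against 10% by chance. One MAS, the Neurog2 coding exon itself (4.50 ± 1.29), shares the transduced sequence, and its call was lost when any of 5 single libraries was left out. Of the 44 LASs, 23 were at most 250 bp wide, against 8.99% of all peaks. The MAS count was 555 without Neurog2 replicate 3. The LAS count was 81 without Control replicate 1, 6 without Control replicate 2, and 3, 72 and 29 without Neurog2 replicate 1, 2 and 3. With the replicate number as a block the LAS count was 120.

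At promoters, the neurogenic transcription factors and Notch ligands rose as a group with Neurog2 in EGF+bFGF culture (camera adjusted p = 1.76e-05, 39 genes, median log2 difference 0.18, but adjusted p = 0.262 with an estimated correlation). One of them is Neurog2, whose promoter peak is the coding exon that the virus carries. Without peaks that share a transduced sequence, a test added after seeing the data, the camera adjusted p was 0.000124 (38 genes). Of the 39 genes 2 passed over all sites and 6 when adjusted over the list alone, in both cases with Neurog2 among them. The others included Nhlh1, a helix-loop-helix factor of young neurons (0.75 ± 0.22, SE, lost in 5 of 6 fits that left out 1 library), Insm1, a zinc finger factor of neurogenic progenitors (0.64 ± 0.20, adjusted p = 0.0312 over the list alone), and the corepressor Rcor2 (0.55 ± 0.18, adjusted p = 0.0312 over the list alone). Of 9 measured core neurogenic genes, which the study took from earlier work on Neurog2 and of which it singled out Prox1, Lrp8 and Shf by their mRNA in these cultures, none passed over all sites in limma, where 7678 sites had an unadjusted p under 0.05. Insm1 and Hes6 (0.59 ± 0.19) passed when adjusted over the list alone (list adjusted p = 0.0253, or adjusted p = 0.45 with an estimated correlation). The other 7, Sox11 (0.25 ± 0.18), Slit1 (0.22 ± 0.17), Shf (0.22 ± 0.15), Prox1 (0.15 ± 0.17), Gadd45g (0.07 ± 0.19), Neurod4 and Lrp8 (-0.26 ± 0.14), did not. Near this list's genes lay 5 of the 207 MASs within 100 kb of a TSS (2.42%, at Lrp8, Neurod4, Shf and Slit1) against 0.121% of other peaks (Fisher's exact test, adjusted p = 0.000624 over 72 tests, added after seeing the data). Without promoter peaks it was 4 of 196 (at Lrp8, Neurod4 and Slit1) against 0.144% (adjusted p = 0.0207 over 76 tests). Also without the genes singled out by mRNA it was 3 of 196 (at Neurod4 and Slit1 only) against 0.0931% (adjusted p = 0.0286). Both were added after seeing the data. These tests count sites as independent, although some lie near the same gene, so their p-values do not measure enrichment over genes. Near the genes of the list of neurogenic transcription factors and Notch ligands lay 2 of the 207 (0.966% against 0.416%), which did not pass (adjusted p = 0.861).

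Among the other lists, the astrocyte genes were lower (47 genes, median -0.08, camera adjusted p = 0.00727, or adjusted p = 0.45 with an estimated correlation), as were endothelial genes (9 genes, median -0.18, adjusted p = 0.02, or 0.262 with an estimated correlation) and actin, stress fibre and adhesion genes (49 genes, median -0.03, adjusted p = 0.02, or adjusted p = 0.45 with an estimated correlation). No single member of these lists passed in limma. Among potassium channel genes Kcnj2, an inward rectifier, rose (0.53 ± 0.15, lost in 5 of 6 fits that left out 1 library) and Kcnk2, a leak channel, fell (-0.75 ± 0.19, lost in 4), while the list as a whole did not pass (adjusted p = 0.885). The adjusted p of the camera test was 0.885 for axon guidance genes, 0.274 for cell cycle genes, 0.601 for fibroblast, meningeal and mural genes, 0.885 for growth factor and MAPK response genes, 0.274 for high mobility group genes and 0.646 for microglia and immune genes. It was 0.351 for muscle, heart and cartilage genes, 0.611 for neuronal cytoskeleton and early neuronal genes, 0.611 for oligodendrocyte lineage genes, 0.902 for pluripotency genes, 0.934 for the study's synapse examples and 0.871 for synapse genes.

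When Hmgb2 was delivered together with Neurog2 in EGF+bFGF culture, sites near 4931417E11Rik (1.90 ± 0.24, SE, n = 3 per group), Gm8797 (1.84 ± 0.21) and Arl6ip6 (1.77 ± 0.22) again rose over Control. So did a coding exon of Chia1 (chr3, 106131595 to 106132428, 1.83 ± 0.26) and an intergenic site near Ppp1r3a (chr6, 14409760 to 14410250, 1.65 ± 0.18). The signal further rose in introns of Ckmt2, a mitochondrial creatine kinase (chr13, 91875540 to 91875957, 1.63 ± 0.22), and of Ptprn2 with Rapgef5 as the nearest gene (chr12, 117261948 to 117262539, 1.60 ± 0.19), and at an intergenic site near Crisp4 (chr1, 18168339 to 18168682, 1.58 ± 0.21). It fell at an intergenic site near Gm6614 (chr6, 142045549 to 142046362, -1.55 ± 0.20). It also fell in introns of Gm9750 near Asrgl1 (chr19, 9143162 to 9144424, -1.19 ± 0.21), of Pcdh10, a protocadherin (chr3, 45384920 to 45385395, -1.17 ± 0.25), and of Brd1 (chr15, 88708714 to 88709157, -1.14 ± 0.21). In total 319 sites were MASs and 17 were LASs, and groups lay apart at 318 and 17 of them. The 8 largest MASs, from the Neurog2 exon (5.26 ± 1.29) to a site near Zfp991 (chr4, 147086336 to 147087034, 3.40 ± 0.73), share a transduced coding sequence, as did 11 MASs in total. Without Neurog2+Hmgb2 replicate 1 there were 546 MASs and 7 LASs, and without replicate 3 there were 197 MASs. LASs numbered 73 without replicate 2 and 55 without Control replicate 3.

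Among promoters, 5 of 39 neurogenic transcription factors and Notch ligands rose with Neurog2+Hmgb2 in EGF+bFGF culture, and 6 when adjusted over the list alone (list adjusted p = 3.09e-07, or adjusted p = 0.124 with an estimated correlation, and adjusted p = 4.57e-06 without peaks that share a transduced sequence). Besides Neurog2 they included Nhlh1 (0.83 ± 0.22), the zinc finger factor St18 (0.70 ± 0.18) and Rcor2 (0.64 ± 0.18), and of 6 fits that left out 1 library these calls were lost in 3, 3, 3 and 4. Of 38 neuronal cytoskeleton and early neuronal genes, Tubb3, the neuronal beta-tubulin, rose (0.62 ± 0.16, lost in 3 of the 6 fits), with a list adjusted p of 0.0192, or adjusted p = 0.551 with an estimated correlation. Potassium channel genes were higher as a list (adjusted p = 0.000297, or adjusted p = 0.255 with an estimated correlation), with Kcnh5 (0.61 ± 0.15, lost in 3) and Kcnab1 (0.54 ± 0.16, lost in 4) past the threshold. Synapse genes were higher as well (adjusted p = 0.00304, or adjusted p = 0.5 with an estimated correlation), among which Syt1, the calcium sensor of synaptic vesicles, rose (0.52 ± 0.14, lost in 4 of the 6 fits) and the vesicle GTPase Rab3a fell (-0.46 ± 0.13, lost in all 6). Muscle, heart and cartilage genes were higher (median 0.11, adjusted p = 0.0192, or adjusted p = 0.124 with an estimated correlation), though the mean of all peaks near these genes turned the direction. Astrocyte genes were lower (median -0.22, adjusted p = 7.1e-06, or adjusted p = 0.156 with an estimated correlation), with Apoe, a lipid carrier (-0.63 ± 0.18, lost in 4), and Ndrg2 (-0.79 ± 0.22, lost in 5) among 2 that fell, and 6 fell when adjusted over the list alone. Actin, stress fibre and adhesion genes were also lower (median -0.08, adjusted p = 0.0114, or adjusted p = 0.255 with an estimated correlation). Plxnb1, a semaphorin receptor among axon guidance genes, fell by 0.85 ± 0.20 (lost in 2). Mpeg1, a macrophage gene, fell by 0.70 ± 0.19 (lost in 4).

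Adding Hmgb2 to Neurog2 in EGF+bFGF culture raised 7 sites and lowered none in limma, where 2282 sites had an unadjusted p under 0.05. Each of the 7 shares the coding sequence of Hmgb2. One was a coding exon of Hmgb2 itself (chr8, 57513915 to 57514207, 5.21 ± 0.77, SE, n = 3 per group). The others were a second peak over Hmgb2 (chr8, 57513011 to 57513513), of which 326 bp match the coding sequence, an exon of the transcript Gm4739 near Tmem200a (chr10, 26107693 to 26108488, 6.04 ± 0.86) and copies on chromosome 4 near Zfp981 (4.81 ± 0.79), Zfp993 (4.70 ± 0.80), Zfp600 (4.64 ± 0.78) and Zfp980 (4.57 ± 0.80). The count was 0 without Neurog2+Hmgb2 replicate 2, and 2 without Neurog2+Hmgb2 replicate 1 or without any of the 3 Neurog2 libraries. Hmgb2 without Neurog2 raised 1 site over Control in EGF+bFGF culture, the Gm4739 copy (4.98 ± 0.80, n = 4 against 3), which was lost when any of 6 single libraries was left out (11 sites were called without Hmgb2 replicate 4, of which 10 share a transduced coding sequence). As lists, promoters of cell cycle genes were lower with Neurog2+Hmgb2 than with Neurog2 (median -0.15, camera adjusted p = 0.000158, or adjusted p = 0.394 with an estimated correlation). Potassium channel genes (0.07, adjusted p = 0.000158, or adjusted p = 0.387), endothelial genes (0.17, adjusted p = 0.000743, or adjusted p = 0.0734), synapse genes (0.03, adjusted p = 0.00327, or adjusted p = 0.64) and the study's synapse examples (0.08, adjusted p = 0.025, or adjusted p = 0.119) were higher, each with the second value from an estimated correlation. With Hmgb2 alone, fibroblast, meningeal and mural genes were higher than with Control (0.10, adjusted p = 0.00253, or adjusted p = 0.177 with an estimated correlation). Astrocyte genes were lower (-0.20, adjusted p = 0.0354, or adjusted p = 0.876 with an estimated correlation), and muscle, heart and cartilage genes were called higher despite a median of -0.01 (adjusted p = 0.0354, or adjusted p = 0.169 with an estimated correlation). At the 350 sites opened by Neurog2 in this culture, the median difference of Hmgb2 against Control was 0.01 and that of Neurog2+Hmgb2 against Neurog2 was -0.13. Limma called none of the 350 in either comparison over all sites (4190 and 2282 of all sites had an unadjusted p under 0.05). The sites were chosen for a high signal in these same Neurog2 libraries and a low signal in these same Control libraries. That choice alone biases the difference from Neurog2 downwards and that from Control upwards, so these medians do not measure an effect of Hmgb2.

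In bFGF culture fewer sites were called as MASs with Neurog2. This is a difference in sites past the threshold, and no site was shown to differ in effect between the cultures (see the interaction below). Of the 350 MASs of Neurog2 in EGF+bFGF culture, 347 were higher than Control in the estimate in bFGF culture too, with a median difference of 0.63. The signal rose at a TSS of Serping1, a complement inhibitor (chr2, 84774641 to 84775482, 1.63 ± 0.20, SE, n = 3 per group). It also rose in introns of Sptbn1, a spectrin (chr11, 30161038 to 30161677, 1.29 ± 0.17), 1700017N19Rik (1.34 ± 0.22) and Dok5 (chr2, 170764769 to 170765217, 1.28 ± 0.25, lost in 3 of 6 fits that left out 1 library). Intergenic sites rose near Gm8797 (1.57 ± 0.21), the neural adhesion gene Ncam2 (chr16, 80272431 to 80273141, 1.38 ± 0.19), Ppp1r3a (1.35 ± 0.18) and the RNA-binding factor Celf2 (chr2, 8498475 to 8499059, 1.29 ± 0.18). A coding exon of Calb1, a calcium-binding protein of neurons, fell by 2.85 ± 0.60 (chr4, 15881911 to 15882083), with an SD of 2.69 among the Control libraries and a difference of -1.41 without Control replicate 2. Sites near Zfy1 (-2.27 ± 0.51), 1700129C05Rik (chr14, 58658670 to 58658828, -1.64 ± 0.37) and Gm21149 (chr5, 15462507 to 15464341, -1.31 ± 0.34) fell as well, and 6 of the 13 LASs lay in 1 region of chromosome 5 (14974322 to 15553101). Of the 6 fits that left out 1 library, the calls near Zfy1 and 1700129C05Rik were lost in 4 each and that near Gm21149 in all 6.

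In this comparison 60 sites were MASs, with the Neurog2 libraries above Control at all 60, and 13 were LASs, with the groups apart at 10. The MAS count was 101 without Neurog2 replicate 2, the library that stood apart, 120 without Neurog2 replicate 1 and 37 without Control replicate 1. The LAS count was 3 without Control replicate 2, 22 without Control replicate 1 and 31 without Neurog2 replicate 1, and with the replicate number as a block it was 20. At promoters, Nhlh1 rose (0.92 ± 0.22, lost in 4 of the 6 fits) and no other neurogenic factor besides Neurog2 passed in limma (list adjusted p = 0.289). Astrocyte genes were lower (median -0.14, camera adjusted p = 3.2e-05, or adjusted p = 0.277 with an estimated correlation), as were potassium channel genes (median -0.09, adjusted p = 0.0144, or adjusted p = 0.52 with an estimated correlation). Neither list passed without Neurog2 replicate 2. Of the study's core genes, Insm1 differed by -0.08 ± 0.20 and Hes6 by 0.38 ± 0.19, neither past the threshold.

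Neurog2+Hmgb2 in bFGF culture opened sites that included those near Gm8797 (1.57 ± 0.21, SE, n = 3 per group), Crisp4 (1.55 ± 0.21), Ppp1r3a (1.51 ± 0.18), Celf2 (1.53 ± 0.18) and Ckmt2 (1.51 ± 0.22). The signal also rose at intergenic sites near Lmcd1 (chr6, 111865922 to 111866821, 1.61 ± 0.24) and Bckdhb (chr9, 84548049 to 84548596, 1.53 ± 0.22) and in an intron of Gm34068 near 1700056E22Rik (chr1, 183793819 to 183794510, 1.53 ± 0.22). Sites at Calb1 (-2.81 ± 0.60), 1700129C05Rik (-1.35 ± 0.37), Gm21190 (chr5, 15508512 to 15510368, -1.26 ± 0.31) and Gm21149 (-1.25 ± 0.34) fell. Calb1 differed by -1.37 without Control replicate 2, and the other 3 calls were lost in 5, 3 and 6 of 6 fits that left out 1 library. Limma called 196 MASs, with groups apart at all of them, and 15 LASs, with groups apart at 12. Of the LASs 8 lay in the region of chromosome 5. Among the MASs 8 share a transduced coding sequence, led by the Neurog2 exon (6.60 ± 1.29). Without Neurog2+Hmgb2 replicate 1 the count of MASs was 312, and LASs numbered 30 without Control replicate 1 and 3 without Neurog2+Hmgb2 replicate 3.

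At promoters, the neurogenic transcription factors rose as a list with Neurog2+Hmgb2 in bFGF culture (median 0.08, camera adjusted p = 0.000456, or adjusted p = 0.655 with an estimated correlation), with Nhlh1 (1.07 ± 0.22) and Neurog2 past the threshold. Without peaks that share a transduced sequence, such as that of Neurog2, the adjusted p was 0.00277. Astrocyte genes were lower (median -0.13, adjusted p = 0.000456, or adjusted p = 0.655 with an estimated correlation). The membrane protein gene Ttyh1 (-0.77 ± 0.19) and Fabp7, a fatty acid binding protein of glia (-0.54 ± 0.14), fell, as did Plxnb1 (-0.76 ± 0.20), and of the 6 fits these calls were lost in 3, 6 and 4. Of the study's synapse examples, which it chose on these samples, Artn differed by 0.30 ± 0.15 (adjusted p = 0.382), Kif1a by 0.04 ± 0.24 and Rasd2 by 0.03 ± 0.15 at their promoters, and none of the 6 passed over all sites in limma (6375 sites had an unadjusted p under 0.05). Calb1 (-1.01 ± 0.36) passed when adjusted over the list alone, but differed by -0.22 without Control replicate 2. Only the promoter peak with the highest mean was tested for each gene. The site that the study tested for Neurog2 binding at Calb1 lies outside this promoter peak, and these values do not cover it. Of the 106 MASs within 100 kb of a TSS, 3 lay near the core neurogenic genes (Lrp8 and Neurod4), or 2.83% against 0.126% of other peaks (Fisher's exact test, adjusted p = 0.0143 over 72 tests, added after seeing the data). Without promoter peaks it was 3 of 101 against 0.148% (adjusted p = 0.0219 over 76 tests), again at Lrp8 and Neurod4. Without the genes singled out by mRNA, 2 of 101, both near Neurod4, did not pass (adjusted p = 0.0934). Here too sites near the same gene were counted as independent. The 2 of 170 with Neurog2+Hmgb2 in EGF+bFGF culture (1.18% against 0.129%, adjusted p = 0.226) and the 1 of 36 with Neurog2 in bFGF culture (2.78% against 0.132%, adjusted p = 0.378) did not pass.

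Set directly against Neurog2 in bFGF culture, Neurog2+Hmgb2 had no single site called as changed. Limma called 0 MASs and 0 LASs (smallest adjusted p = 0.297, and 3251 sites had an unadjusted p under 0.05). With adjusted p alone no site was called either. Small changes could rarely be called here even so, since adjusted p alone called 7 of 50 simulated peaks changed by 0.5. It called 46 of 50 changed by 1, though these simulated counts can be more favourable than in the real data. At the 350 MASs of Neurog2 in EGF+bFGF culture the median difference was 0.23, with 303 higher in the estimate and 0 called. With the smallest p stood, not past the threshold, the Gm4739 copy of Hmgb2 (4.69 ± 0.86, SE, n = 3 per group), the TSS of Fgf14, an intracellular regulator of sodium channels (chr14, 124191993 to 124192990, 0.74 ± 0.14), and the TSS of Cul4b (chrX, 38564312 to 38565386, -0.74 ± 0.15) and of Mmgt1 (chrX, 56597328 to 56598520, -0.68 ± 0.14). The Hmgb2 exon followed (3.54 ± 0.77). Fits of the 6 libraries alone called 9 sites, and with the replicate number as a block 5 were called, of which 8 and 5 share a transduced coding sequence. Promoters of synapse genes (median 0.10, camera adjusted p = 0.000495), potassium channel genes (0.12, adjusted p = 5.05e-05), neuronal cytoskeleton and early neuronal genes (0.07, adjusted p = 0.00324), axon guidance genes (0.08, adjusted p = 0.00557) and neurogenic transcription factors (0.05, adjusted p = 0.0207) were higher as lists. So were oligodendrocyte lineage genes (0.14, adjusted p = 0.0191) and the study's synapse examples (0.16, adjusted p = 0.0322), while cell cycle genes were lower (-0.14, adjusted p = 0.00172). With an estimated correlation the adjusted p was 0.404 to 0.458 for each of these 8 lists, and without Neurog2 replicate 2 none of them passed. Hmgb2 alone raised 1 site over Control in bFGF culture, the Gm4739 copy (5.54 ± 0.86). It was lost without Control replicate 2 or 3 or Hmgb2 replicate 1 or 2, and 1 MAS and 7 LASs were called without Control replicate 1. Without Hmgb2 replicate 3 there were 8 MASs and with the replicate number as a block 9, all of which share a transduced coding sequence.

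To compare the cultures at a common set of sites, the 350 MASs of Neurog2 in EGF+bFGF culture were scored in the bFGF libraries, which had no part in their choice. The mean signal was 4.18 ± 0.06 (SD, n = 3) with Control, 4.83 ± 0.26 with Neurog2, 5.05 ± 0.16 with Neurog2+Hmgb2 and 4.23 ± 0.10 with Hmgb2. Neurog2 exceeded Control by 0.65 and Neurog2+Hmgb2 exceeded it by 0.87, with all 3 libraries above all 3 of Control in both cases (exact permutation p = 0.1, the smallest these libraries allow). Neurog2+Hmgb2 and Neurog2 differed by 0.22, and their ranges of 4.90 to 5.21 and 4.55 to 5.05 overlapped (exact permutation p = 0.3, adjusted p = 0.4 over the tests at these 350 sites). Without bFGF Neurog2 replicate 2, the library that stood apart, they differed by 0.08. Hmgb2 and Control differed by 0.05 (exact permutation p = 0.6). In the EGF+bFGF libraries the mean was 4.13 ± 0.08 with Control, 5.32 ± 0.17 with Neurog2, 5.19 ± 0.25 with Neurog2+Hmgb2 and 4.13 ± 0.17 with Hmgb2 (n = 4). There the Control and Neurog2 libraries had chosen the sites, which biases comparisons with them. Conversely, at the 60 MASs of Neurog2 in bFGF culture, Neurog2 exceeded Control by 1.09 in EGF+bFGF culture (exact permutation p = 0.1) and Neurog2+Hmgb2 differed from Neurog2 by 0.01 (exact permutation p = 0.7).

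**Figure D2:**
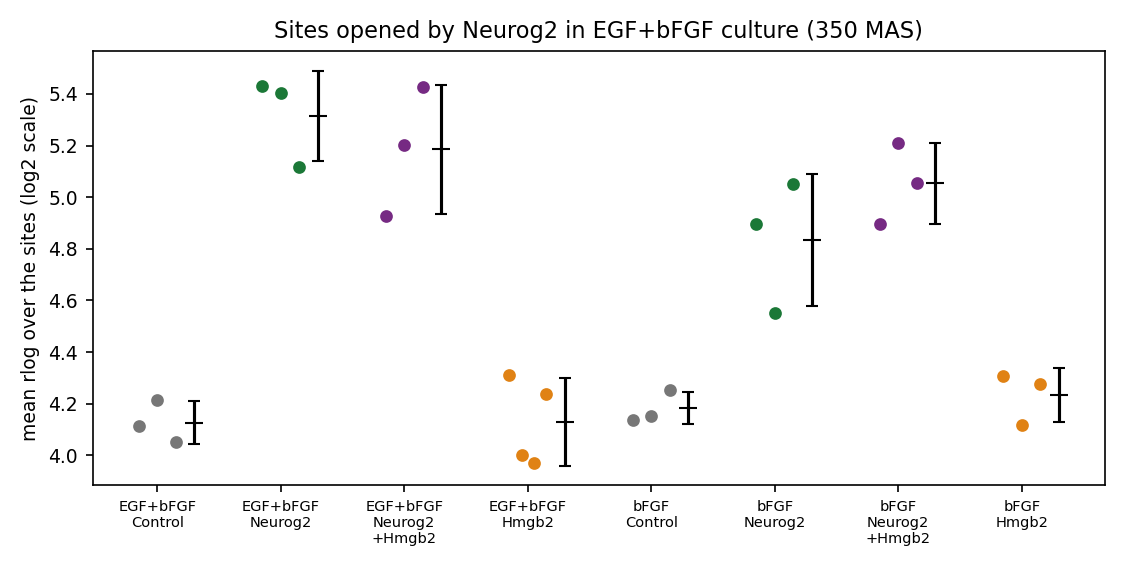
Mean signal per library (points; log2 scale, rlog) over the 350 MASs of Neurog2 in EGF+bFGF culture, for the 8 groups, with the group mean and SD (bars, n = 3 or 4). The bFGF groups had no part in choosing the sites, and there Neurog2 (4.55 to 5.05) and Neurog2+Hmgb2 (4.90 to 5.21) lie above Control (4.14 to 4.25) and overlap each other.

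The same sites recurred between cultures. Of the 60 MASs of Neurog2 in bFGF culture, 37 were MASs of Neurog2 in EGF+bFGF culture, against 0.46 expected of independent lists. Of the 196 MASs of Neurog2+Hmgb2 in bFGF culture, 103 were, against 1.5 expected. Neurog2 and Neurog2+Hmgb2 shared 41 MASs in bFGF culture and 197 in EGF+bFGF culture. In 100 simulated draws of unchanged groups against the shared Control libraries, 0 MASs were shared in each culture. These draws called means of only 0.3 and 0.02 MASs in EGF+bFGF and 0.31 and 1.32 in bFGF culture. They thus cannot measure what shared Controls add to the overlap. Over all peaks, the differences of these groups from Control correlated with r = 0.767 (EGF+bFGF) and 0.708 (bFGF). In the draws r averaged 0.464 and 0.494 and reached 0.864 and 0.822. In all, 33 sites were MASs in both cultures with Neurog2 and in bFGF culture with Neurog2+Hmgb2. Another 70 sites were MASs with Neurog2 in EGF+bFGF culture and with Neurog2+Hmgb2 but not Neurog2 in bFGF culture. At these 70 sites the median difference from Control in bFGF culture was 1.12 with Neurog2+Hmgb2 and 0.79 with Neurog2. The sites were chosen in these same libraries for passing with Neurog2+Hmgb2 and not with Neurog2. A gap between the medians follows from that choice and does not measure an effect of Hmgb2. The signal with Neurog2 was higher than Control in the estimate at all 70, and 27 of them passed an adjusted p of 0.05.

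MASs carried the E-box CAGATG, the core of sites bound by proneural factors. In EGF+bFGF culture 64.0% of the MASs with Neurog2 held it in their central 200 bp, against 368 of 1750 matched peaks (Fisher's exact test, adjusted p = 8.91e-53), and 65.8% against 21.1% with Neurog2+Hmgb2. In bFGF culture the shares were 71.7% against 19.7% with Neurog2 (adjusted p = 4.22e-14) and 69.9% against 21.6% with Neurog2+Hmgb2 (adjusted p = 2.6e-37). The AP-1 word was rarer in MASs than in matched peaks with Neurog2 in EGF+bFGF culture (3.14% against 20.1%, adjusted p = 7.4e-18). The same held with Neurog2+Hmgb2 in EGF+bFGF (8.78% against 21.2%) and bFGF culture (10.7% against 19.7%, adjusted p = 0.00522), whereas 11.7% against 23% with Neurog2 in bFGF culture did not pass (adjusted p = 0.0957). The POU octamer, bound by POU domain factors, was found in 2.86% of the MASs with Neurog2 in EGF+bFGF culture and 1.37% of matched peaks (adjusted p = 0.0957). With Neurog2+Hmgb2 it was found in 3.13% against 1.44% (adjusted p = 0.0957), and both passed only against an unmatched background. In bFGF culture with Neurog2+Hmgb2 it was found in 1.53% of both. An E-box and the POU core occurred together in 10 of 350 MASs with Neurog2 in EGF+bFGF culture, against 20 of 1750 matched peaks (2.86% against 1.14%). With Neurog2+Hmgb2 in bFGF culture they did so in 5 of 196 against 8 of 980 (2.55% against 0.816%). Whether the words occur together more often than in matched peaks was not tested.

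**Figure D3:**
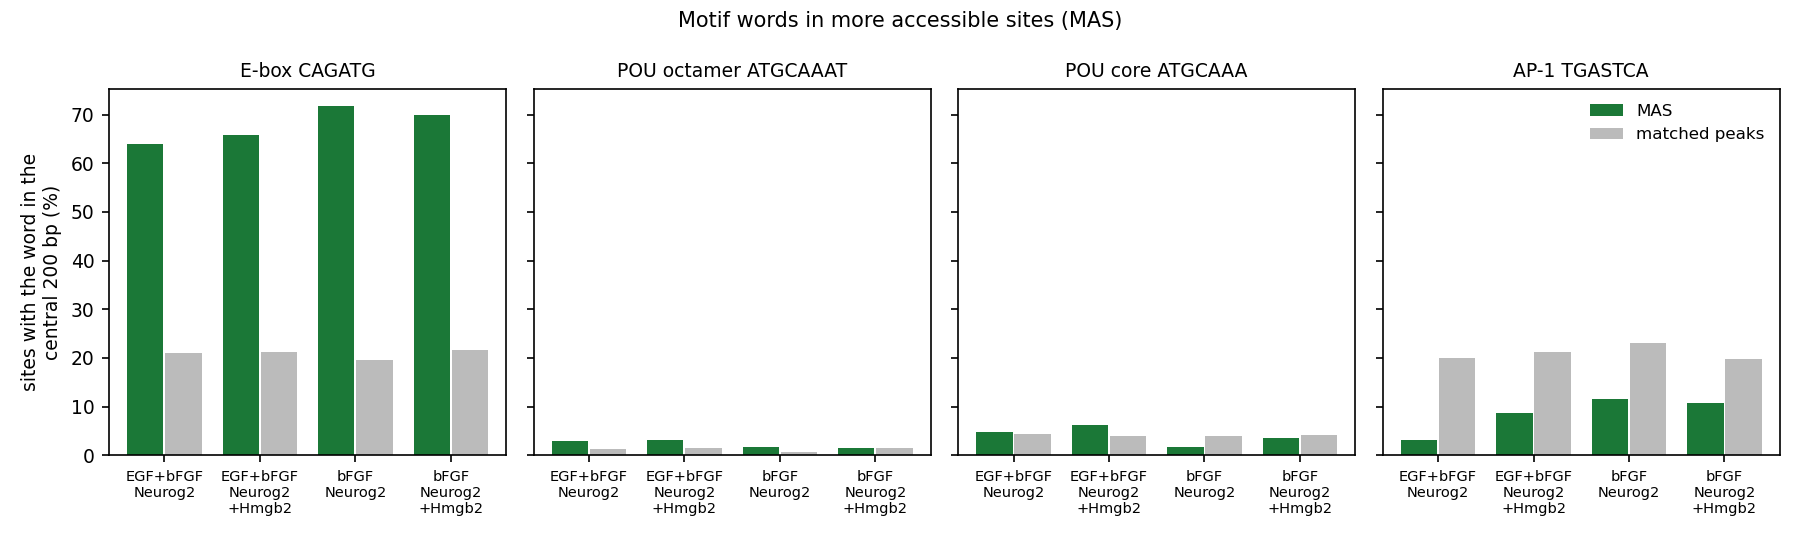
Share of sites (percent, bars from 0) that hold each of 4 motif words in their central 200 bp, for the MASs of 4 comparisons with Control (green) and for peaks matched on GC content and mean signal (grey). The E-box is held by 64.0% to 71.7% of MASs and by 19.7% to 21.6% of matched peaks.

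Few MASs lay at promoters. In EGF+bFGF culture 3.43% of the MASs with Neurog2 were within 3 kb of a TSS, against 32.8% of other peaks (Fisher's exact test, adjusted p = 3.11e-41), 48.6% lay in gene bodies and 48.0% in intergenic regions. With Neurog2+Hmgb2 2.51% were at promoters. In bFGF culture the shares at promoters were 5% with Neurog2 (adjusted p = 1.69e-06) and 4.08% with Neurog2+Hmgb2 (adjusted p = 4.62e-22), and 38.3% and 48.0% of the MASs lay in gene bodies. Of the LASs with Neurog2 in EGF+bFGF culture, 65.9% were intergenic (adjusted p = 3.93e-06).

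The cultures themselves were compared in cells with the Control virus. The promoters of astrocyte genes were lower in bFGF than in EGF+bFGF culture (median -0.14, camera adjusted p = 0.00187, or adjusted p = 0.761 with an estimated correlation) and those of muscle, heart and cartilage genes higher (median 0.17, adjusted p = 0.0474, or adjusted p = 0.156 with an estimated correlation, and lost with the replicate number as a block). Limma called 0 MASs and 0 LASs (smallest adjusted p = 0.442, and 3360 sites had an unadjusted p under 0.05), while a fit of the 6 libraries alone called 126 and the fit without bFGF Control replicate 1 called 5. Sites with the smallest p, which did not pass, included an intron of Pknox2, a homeobox gene (chr9, 37120846 to 37121205, -0.92 ± 0.19, SE, n = 3 per group), an intergenic site near Palmd (chr3, 117155234 to 117155681, 0.76 ± 0.16) and 3 sites near Gm9758 and Gm21083 on chromosome 5 (0.94 to 1.01). Whether the Neurog2 effect differed between cultures was tested as an interaction, in which limma called 0 sites (smallest adjusted p = 0.392, and 2863 sites had an unadjusted p under 0.05), or 3 without bFGF Control replicate 1. The sites with the smallest p there were in introns of Ptprn2 (-1.32 ± 0.25), H6pd (-1.11 ± 0.22), 4930544I03Rik near Dio2 (-1.12 ± 0.23), Sh3rf1 near Cbr4 (-1.12 ± 0.23) and Mrps28 (-1.35 ± 0.29). For the effect of Hmgb2 on top of Neurog2 the interaction in limma called 0 sites as well (1312 sites had an unadjusted p under 0.05). Nearest to a call, but not past the threshold, were sites near Map3k15 (0.87 ± 0.20), Dab2 (1.93 ± 0.45), Zfat (0.98 ± 0.23), Cplx2 (0.93 ± 0.25) and Specc1l (-0.84 ± 0.23). The larger number of MASs with Neurog2 in EGF+bFGF than in bFGF culture is thus not matched by any site at which the effects were shown to differ.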

Values the study reported

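In bFGF culture the study reported 612 differentially accessible sites with Neurog2, of which 445 were more and 167 less accessible than with the control virus. With Neurog2 and Hmgb2 together it reported 1213 such sites in that culture, 1062 more and 151 less accessible. It counted 395 more accessible sites that the conditions prone to conversion shared, and 268 found in all 3 conditions.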

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

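Of the tests in this part, those on principal components were fixed rules applied to every group of 4 libraries, and the repeat of the list tests without bFGF Neurog2 replicate 2 was chosen after the result was seen.

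Among the 4 libraries of EGF+bFGF Hmgb2, replicate 1 lay at -39.5273 on the second principal component and replicate 4 at -22.5248 on the third, both beyond the limit of a Dixon test. Chance passes this test in about 1 of 20 tries, and 8 measures were tested. In this group 5 of 35 splits of the Hmgb2 and Control libraries gave as many sites as the real one (1), and the split that set Hmgb2 replicates 1 and 4 with Control replicates 2 and 3 gave 62. Differences among these libraries that are unrelated to Hmgb2 can thus exceed the effect of Hmgb2.

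In the test of whether the Neurog2 effect differed between cultures, promoters of muscle, heart and cartilage genes (median -0.134213, adjusted p = 0.0327), neurogenic transcription factors and Notch ligands (-0.12499, adjusted p = 0.0354) and potassium channel genes (-0.0933317, adjusted p = 0.0327) were lower in bFGF culture. With an estimated correlation the adjusted p was 0.119, 0.633 and 0.633, and 0 of the 3 lists passed without bFGF Neurog2 replicate 2. The direction for neurogenic factors is that of fewer MASs called with Neurog2 in bFGF culture, but without this library the median was -0.08 and the adjusted p 0.347.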

How the results depend on the processing

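Of the tests in this part, the fits with the mitochondrial signal as a covariate, without peaks that share a transduced coding sequence and without bFGF Neurog2 replicate 2 were chosen after the result was seen.

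Of the values the report rests on, 315 stayed the same, 133 moved and 3 became stronger over all settings, and the cause was not tested. Counts moved if they changed by more than 1.5 times or between none and some. Scores moved if they shifted by at least the SD between libraries. Odds ratios moved if they changed direction without passing in either setting. Of the other values 2650 stayed the same, 330 became weaker, 27 stronger, 81 moved and 1 reversed.

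Without the limit on the difference, Neurog2 in EGF+bFGF culture had 1801 MASs and 488 LASs, Neurog2+Hmgb2 had 1815 and 488, and in bFGF culture Neurog2 had 410 and 161 and Neurog2+Hmgb2 had 1184 and 212. Shared MASs were then 237 (Neurog2 in both cultures), 736 (Neurog2 in EGF+bFGF and Neurog2+Hmgb2 in bFGF culture) and 305 (both in bFGF culture). At the sites called so, the score in bFGF culture exceeded Control by 0.42244 with Neurog2 and 0.602318 with Neurog2+Hmgb2.

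Fits of only the groups compared gave 154 LASs with Neurog2 in EGF+bFGF culture, 18 sites for Neurog2+Hmgb2 against Neurog2 there, 30 LASs with Neurog2 in bFGF culture, 2 sites with Hmgb2 in bFGF culture, 9 for Neurog2+Hmgb2 against Neurog2 there and 126 between Control groups. Quantile normalization gave 22 LASs with Neurog2 in EGF+bFGF culture, 7 sites with Hmgb2 there, 20 LASs with Neurog2 in bFGF culture and 2 sites with Hmgb2 there. Library weights gave 159 LASs with Neurog2 and 9 sites with Hmgb2 in EGF+bFGF culture, and in bFGF culture 140 MASs and 28 LASs with Neurog2, 8 sites with Hmgb2 and 1 for Neurog2+Hmgb2 against Neurog2. Median centring gave 5 and 2 sites with Hmgb2 in EGF+bFGF and bFGF culture, no mean trend gave 0 with Hmgb2 in EGF+bFGF culture, and leaving out peaks of low mean gave 8 LASs with Neurog2 in bFGF culture.

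The replicate numbers do not pair the libraries: the best match of a library had its own number for 7 of 25 libraries, and the median r of libraries with the same number was 0.00421, 0.0466 and 0.09 for numbers 1 to 3. With the number as a block, 120 LASs with Neurog2 and 11 sites with Hmgb2 were called in EGF+bFGF culture, and 20 LASs with Neurog2, 9 sites with Hmgb2 and 5 for Neurog2+Hmgb2 against Neurog2 in bFGF culture. With this block 4 lists were called with Neurog2 in bFGF culture and 1 between Control groups.

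With the mitochondrial covariate (added), EGF+bFGF culture had 157 LASs with Neurog2, 52 with Neurog2+Hmgb2 and 60 sites with Hmgb2, and bFGF culture had 25 LASs with Neurog2, 0 sites with Hmgb2 and 5 for Neurog2+Hmgb2 against Neurog2. Without peaks that share a transduced coding sequence (added), 0 sites remained with Hmgb2 in either culture and 0 for Neurog2+Hmgb2 against Neurog2 in EGF+bFGF culture, while every list call stayed. Without bFGF Neurog2 replicate 2 (added), 101 MASs were called with Neurog2 in bFGF culture, and 0 lists with Neurog2, 0 for Neurog2+Hmgb2 against Neurog2 and 0 for the interaction of Neurog2 and culture.

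For gene lists, camera with an estimated correlation called 0 and fry called 0 in each of the 9 comparisons with calls. With a promoter window of 1 kb, 2 lists were called with Neurog2 in EGF+bFGF culture, 4 with Neurog2 in bFGF culture, 1 between Control groups and 1 for the interaction of Neurog2 and culture. With the mean of all peaks within 100 kb, 2 lists were called with Neurog2, 1 with Hmgb2 and 3 for Neurog2+Hmgb2 against Neurog2 in EGF+bFGF culture, 1 with Neurog2 in bFGF culture, 0 between Control groups and 4 for the interaction of Hmgb2 and culture. In that setting muscle, heart and cartilage genes with Neurog2+Hmgb2 in EGF+bFGF culture reversed to -0.0238656. Quantile normalization called 1 list with Hmgb2 in EGF+bFGF culture, 1 with Neurog2 and 5 for Neurog2+Hmgb2 against Neurog2 in bFGF culture, 1 between Control groups and 0 for the interaction of Neurog2 and culture.

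Against an unmatched background the POU octamer passed with Neurog2 (odds ratio 2.21) and Neurog2+Hmgb2 (2.43) in EGF+bFGF culture, and the POU core with Neurog2+Hmgb2 (1.92). In the central 500 bp the ratios in bFGF culture were 0.827586 (octamer) and 1.18868 (core) with Neurog2 and 1.10182 (core) with Neurog2+Hmgb2, and against an unmatched background 1.16633 (octamer) and 1.06151 (core) with Neurog2+Hmgb2. With a window of 1 kb the ratios for gene bodies with Neurog2 in bFGF culture were 0.927914 (MASs) and 0.93303 (LASs). None of these passed in bFGF culture.

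With 1 library left out at a time, EGF+bFGF culture gave 276 to 555 MASs and 3 to 81 LASs with Neurog2, 197 to 546 MASs and 7 to 73 LASs with Neurog2+Hmgb2, 0 to 11 sites with Hmgb2 and 0 to 7 for Neurog2+Hmgb2 against Neurog2. In bFGF culture the ranges were 37 to 120 MASs and 3 to 31 LASs with Neurog2, 198 to 312 MASs and 3 to 30 LASs with Neurog2+Hmgb2, 0 to 8 sites with Hmgb2 and 0 to 0 for Neurog2+Hmgb2 against Neurog2. Between Control groups the range was 0 to 5, and for the interactions 0 to 3 (Neurog2) and 0 to 0 (Hmgb2). The score in bFGF culture exceeded Control by 0.54 to 0.79 with Neurog2 and 0.79 to 0.95 with Neurog2+Hmgb2, and Neurog2+Hmgb2 exceeded Neurog2 by 0.08 to 0.33.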

Other observations

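Of the tests in this part, the relations between libraries, the scores held against a swap, the copies of Hmgb2 and their neighbours, the fits without bFGF Neurog2 replicate 2 and with the mitochondrial covariate and the calls in part of the libraries were chosen after the result was seen, and the splits of the libraries were fixed before.

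In the fit of all groups, the sites called in the 4 comparisons that add Hmgb2 share its coding sequence, and 0 called sites do not. Other settings also called sites without it: 6 of 60 sites with Hmgb2 in EGF+bFGF culture shared it with the mitochondrial covariate, 13 of 18 for Neurog2+Hmgb2 against Neurog2 there when only these groups were fitted, and 1 of 8 with Hmgb2 in bFGF culture without Control replicate 1. If only the Hmgb2 locus had opened, copies elsewhere would not have changed, but in EGF+bFGF culture 11 copies on other loci differed by a median of 3.86, and 10 of them lay above the highest neighbour, 0.31. If the regions around the copies had opened, their neighbours would have risen too, but 13 neighbours without shared sequence changed by a median of 0.165. Reads of the transduced cDNA that align to these copies explain the sites that share the sequence, so those calls say nothing on chromatin.

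The Neurog2 exon gave signal in some libraries without Neurog2. The 2 Hmgb2 libraries among them had no part in choosing the sites opened by Neurog2 in EGF+bFGF culture, and a swap of these 2 is unlikely, since their score there was at most 4.31 and the lowest with Neurog2 was 4.55. For the 2 EGF+bFGF Control libraries a swap is unlikely too, since at the sites opened in bFGF culture, chosen without them, they scored at most 4.49 and EGF+bFGF Neurog2 libraries 5.21 or more. Carried-over reads would raise the signal at Hmgb2 copies in the same Control libraries, and r was 0.905 (n = 6, exact permutation p = 0.0347), but rho was 0.8286 (exact permutation p = 0.0583) and r was 0.0148 without the 2 farthest libraries. With the narrow LASs of EGF+bFGF Neurog2, r was 0.882 over 10 libraries (permutation p = 0.0169), but rho was 0.297 (permutation p = 0.407) and r without 2 libraries was -0.253. If Neurog2 had been active in these cells, the score at the sites it opened in EGF+bFGF culture would rise with the peak, and over the 13 libraries without Neurog2 r was 0.593 (permutation p = 0.0341), but rho was 0.555 (permutation p = 0.0534) and r without 2 libraries was 0.271. Adjusted over these 3 tests, p of r was 0.0347 for each. The source of this signal could not be told.

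Fewer MASs were found with Neurog2 (60) than with Neurog2+Hmgb2 (196) in bFGF culture. The library that stood apart does not account for the lower count alone, since 101 MASs were found without it. With Neurog2+Hmgb2 the count was 198 to 312 when 1 of its libraries was left out. An added effect of Hmgb2 would raise the score at sites opened by Neurog2 in EGF+bFGF culture, and this differed by 0.220 with exact permutation p = 0.3. Without the library that stood apart the score differed by 0.079, so that library carries much of this difference. These 3 libraries against 3 cannot tell an effect of 0.220 from none.

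When the labels of the 6 libraries were exchanged, too few splits exist for a share under 0.05. With Neurog2 in EGF+bFGF culture 1 of 10 splits gave as many sites as the real 394 (highest other 0), with Neurog2+Hmgb2 1 of 10 gave the real 336 (highest other 0), and for Neurog2+Hmgb2 against Neurog2 1 of 10 gave the real 7 (highest other 0). In bFGF culture 1 of 10 gave 73 with Neurog2 (highest other 0), 1 of 10 gave 211 with Neurog2+Hmgb2 (highest other 0), and 2 of 10 gave 1 with Hmgb2 (highest other 1). For Neurog2+Hmgb2 against Neurog2 in bFGF culture and for the Control groups all 10 of 10 gave as many as the real 0 (highest other 0). For the interaction terms 100 of 100 drawn splits gave as many as the real 0, with a highest of 4 for the Neurog2 effect and 216 for the effect of Hmgb2. Among splits not drawn the highest were 401 and 680. These splits exchange libraries between cultures, so that differences between the cultures enter them, and they do not measure chance for the interaction terms.

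To test whether the size of the Neurog2 effect was inflated by choosing sites in the same libraries, sites were called in part of the EGF+bFGF libraries in 9 ways. The mean difference was 1.20 in the calling libraries and 1.03 (0.69 to 1.32) in the libraries left out. In bFGF culture these sites were higher than Control by 0.61 with Neurog2 and 0.83 with Neurog2+Hmgb2.

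The fits to rlog values with limma gave 73 differentially accessible sites with Neurog2 in bFGF culture, 60 of them MASs and 13 LASs. Each of these counts is lower than the study's. With Neurog2+Hmgb2 in bFGF culture they gave 211, of which 196 were MASs and 15 LASs. Each is again lower than the study's, which used read counts not analysed here. Without the limit on the difference, which is stricter on rlog values, there were 410 MASs and 161 LASs with Neurog2 and 1184 and 212 with Neurog2+Hmgb2. Those with Neurog2 are close to the study's and those with Neurog2+Hmgb2 are above them. Neurog2 in EGF+bFGF and Neurog2+Hmgb2 in bFGF culture shared 70 MASs that Neurog2 in bFGF culture lacked, and 33 were found in all 3. Both are lower than the study's.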
